A study of Mus musculus with 10 samples.

How the data were processed

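RNA was sequenced from leukemic spleens of mice that had received a transplanted T-cell acute lymphoblastic leukemia (T-ALL), an aggressive cancer of immature T cells. Per the labels' protocols, the leukemias carried a conditional Sirt1 allele, the recipients had been irradiated below the lethal dose, and they were given tamoxifen in corn oil or corn oil alone. Red blood cells were lysed, total RNA was isolated on columns, and strand-specific Illumina libraries were prepared by a sequencing company. The 10 samples were grouped by the genotype label into 5 labelled Sirt1-deleted and 5 control samples, and they are named here by group and by the number in their titles. The titles carry a treatment abbreviation that divides the samples exactly as the genotype label does.

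The deposited values are counts per gene divided by DESeq normalization factors, which the file name states, and they are treated here as a normalized signal and not as raw counts. The aligner or quantifier, the genome build, the annotation and any gene filter are not stated per the labels or the file headers, so no genome coordinates are given. The table has 1 column per sample, no pooled column and 0 columns outside the 10 samples. Its 20813 genes are identified by symbol, and the smallest total of a gene over the 10 samples was 6.58.

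Low values were examined for traces of whole reads. In each sample they piled up at a value near 1 and its multiples, but the position of the pile also varied between genes. Between 64.7% and 74.0% of values up to 8.5 reads lay within 0.1 reads of a whole multiple, so whole reads were not recovered for nearly all genes, and the planned edgeR and DESeq2 alternatives on raw reads were not run. The most frequent low value was taken as the worth of 1 read for a typical gene. The total of a sample divided by it gave an approximate depth of 31.3 to 38.4 M reads per sample (M, mega). This depth is an estimate, and no counting intervals were derived from it.

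For the main comparison, log2(deposited value + 1) was analysed for the 15276 genes with a mean deposited value of at least 10 over the 10 samples. Differences were tested with limma 3.58.1 in R 4.3.3 (linear model with group as the only term, empirical Bayes moderation with an intensity trend), and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. All log2 differences are on the log2(value + 1) scale, which understates the change of genes with low values. The script was tested on simulated negative binomial data for 15276 genes with 200 changed genes. It recovered 88 of 100 genes changed 2-fold and 77 of 100 changed 1.5-fold, with 4 false calls among 169. It made 0 calls on data without changes. The changed genes were drawn from those with a mean of at least 50, and both groups were given the same scatter. The recovery therefore does not cover genes with lower means, groups of unequal scatter or data in which many genes change.

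The gene lists, the rule for naming genes and the processing alternatives were fixed before the data were examined. Scores for 13 gene lists were the mean log2 value of the listed genes that passed the filter. They were compared by an exact two-sided permutation test over the 252 assignments of 10 samples to 2 groups of 5, in which the smallest possible p is 0.00794, with Benjamini-Hochberg adjustment over the 13 lists. Of these, 7 describe pathways and 6 describe cell lineages. The genes named are 19 genes listed in advance and, among genes with an adjusted p under 0.05, a mean of at least 100 and no overlap between the groups' values, the 5 with the largest rise and the 5 with the largest fall. Separation of the groups was measured as the mean pairwise Pearson correlation within groups minus that between groups, with a one-sided permutation test over the 126 distinct splits.

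Alternatives were pseudocounts of 0.1 and 5, minimum means of 1 and 50 or no filter, upper-quartile rescaling, quantile normalization, limma without trend or with sample weights, an exact rank-sum test, stricter thresholds, other ways of scoring the lists, and the omission of each sample in turn. A correction for transcript length and GC content, with natural splines of 5 degrees of freedom fitted to each sample, was added after the data were seen. Lengths, GC content, transcript types and Ensembl identifiers came from GENCODE M21, matched by symbol for 15266 of the 15276 tested genes. Whether that annotation is the one the authors used is not known. No pairing of samples was used, because the numbers in the titles of the groups do not coincide.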

Results

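Gene expression was profiled in 10 leukemic spleens, 5 labelled Sirt1-deleted and 5 control. Sirt1 encodes a NAD-dependent protein deacetylase. The comparison asks which transcripts differ in transplanted T-ALL when Sirt1 is deleted. Recipients were given tamoxifen or vehicle, and the treatment abbreviation in the titles coincides with the genotype label in every sample, so the comparison is of both together. The deposited normalized counts summed to between 33.7 M and 34.5 M per sample (M, mega). The approximate depth inferred from the spacing of low values was 33.8 ± 2.07 M reads (SD, n = 5) in the labelled Sirt1-deleted samples and 34.5 ± 2.76 M reads (SD, n = 5) in controls, a difference within the spread between replicates (exact two-sided permutation p = 0.643). The 10 highest genes of a sample held 5.67% ± 0.318 of its total in the labelled Sirt1-deleted samples and 5.09% ± 0.153 in controls (SD, n = 5 each; exact permutation p = 0.00794).

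Sirt1 itself was examined first. Its normalized count was 1873 ± 146 (SD, n = 5) in the labelled Sirt1-deleted samples and 1810 ± 62.5 (SD, n = 5) in controls. The values ranged from 1715 to 2097 in the former and from 1735 to 1909 in the latter. The log2 difference of Sirt1 was 0.05 (SE 0.06, 95% interval -0.08 to 0.17), which was not larger than the spread between replicates (exact two-sided permutation p = 0.413; limma adjusted p = 0.568). Quantile normalization moved it most among the alternatives that kept all samples, to 0.11 (exact permutation p = 0.143). The gene-level value of Sirt1 (ENSMUSG00000020063.16) therefore did not separate the groups, and the group is called labelled Sirt1-deleted throughout.

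**Figure D1:**
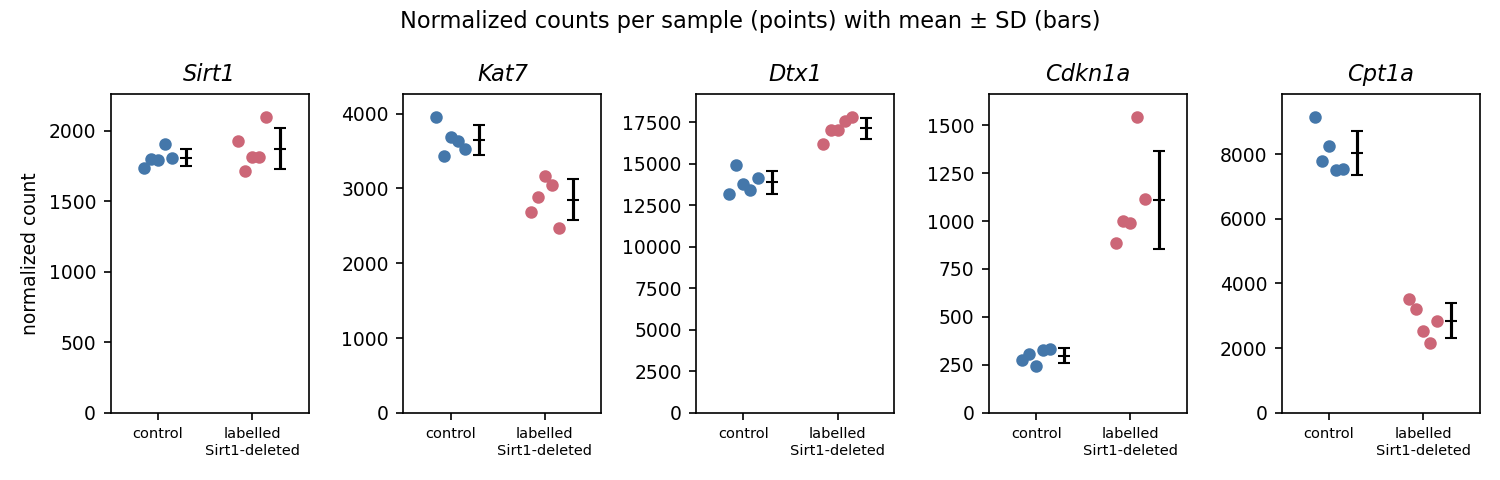
Normalized counts (y axis, starting at 0) of Sirt1, Kat7, Dtx1, Cdkn1a and Cpt1a in each of the 5 control and 5 labelled Sirt1-deleted samples (x axis), with points for samples and bars for mean ± SD. Sirt1 values overlap between the groups, whereas the labelled Sirt1-deleted samples are all lower for Kat7 and Cpt1a and all higher for Dtx1 and Cdkn1a.

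The groups were nevertheless distinct across the transcriptome. Over the 15276 tested genes, the mean pairwise Pearson correlation of log2 values was 0.984 within groups and 0.974 between groups. The difference of 0.00939 was the largest among all distinct splits of the samples (one-sided permutation p = 0.00794, the smallest this design can give). It was between 0.00519 and 0.0154 under the alternatives that kept all samples. Correlations across genes treat genes as features and not as replicates. Pairs of control samples correlated at 0.985 to 0.988, and pairs of labelled Sirt1-deleted samples at 0.972 to 0.988. The first principal component carried 39.2% of the variance and had opposite signs in the groups. Along it, labelled Sirt1-deleted replicates 10 and 11 lay closest to the controls, at 9.41 and 12.9, while the other labelled Sirt1-deleted samples lay between 39.2 and 52.1.

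**Figure D2:**
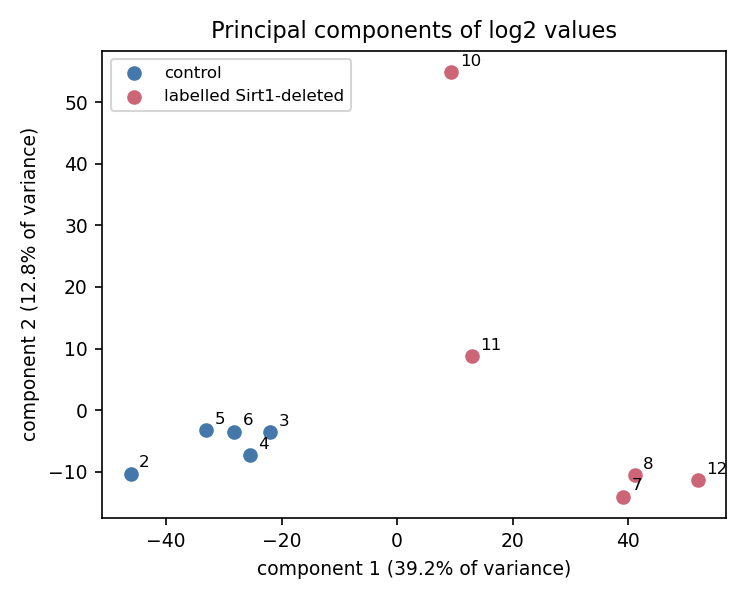
First and second principal components of log2 normalized counts (arbitrary units, 39.2% and 12.8% of the variance), with each point a sample labelled by its replicate number. All 5 labelled Sirt1-deleted samples have positive and all 5 controls negative values on the first component, and labelled Sirt1-deleted replicate 10 lies apart from the rest on the second at 54.9.

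Of the 15276 tested genes, 5518 (36.1%) differed between the groups (limma, Benjamini-Hochberg adjusted p under 0.05). Normalized counts were higher in the labelled Sirt1-deleted samples for 2562 genes and lower for 2956. The choice of test moved the total most among the alternatives that kept the threshold, to 3659 genes with an exact rank-sum test. With 5 samples per group, that test gives its smallest p, 0.00794, only to genes whose values do not overlap between the groups. The direction split depended on scaling: 46.4% of the changed genes were higher with the deposited scaling, and 58.5% (3170 higher, 2247 lower) after upper-quartile rescaling, which shifted the median log2 difference of all tested genes from -0.00014 to 0.059. Quantile normalization kept the lower majority (47.4% higher). Large changes were mostly increases. A log2 difference of at least 1 was found for 603 of the higher genes, and of at most -1 for 81 of the lower genes. The values of the groups did not overlap at all for 3659 genes, which is 23.95% of those tested, where chance gives 0.794%. This is the same number as with the rank-sum test, so these counts are not separate results.

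**Figure D3:**
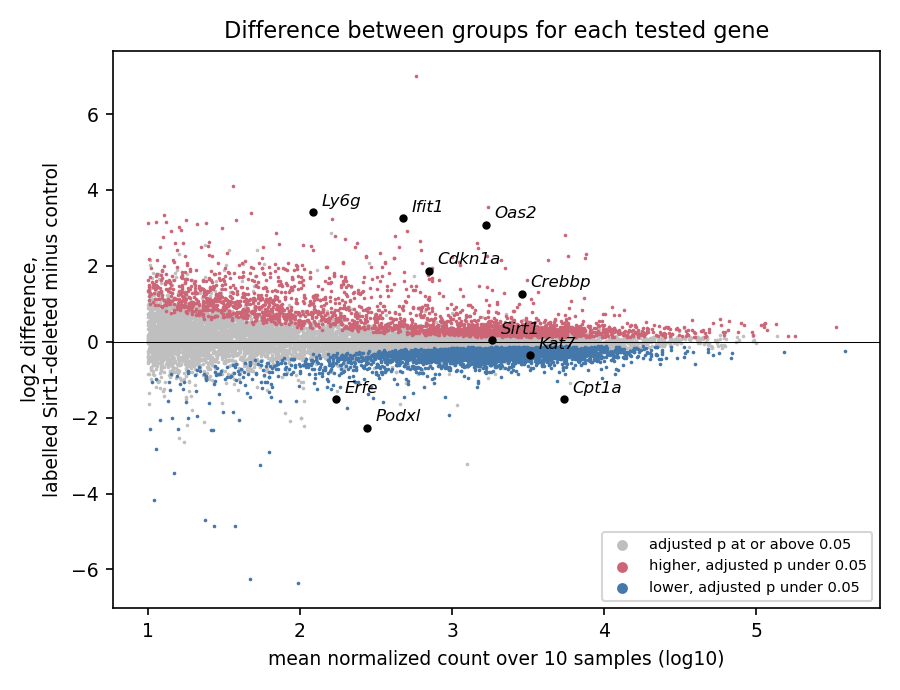
Log2 difference between labelled Sirt1-deleted and control samples (y axis) against the mean normalized count over the 10 samples (x axis, log10) for each of the 15276 tested genes. The 2562 genes higher and 2956 genes lower at an adjusted p under 0.05 are coloured, and labelled genes include Sirt1 near 0, Cdkn1a at 1.88 and Cpt1a at -1.51.

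The largest rises that met the naming rule were in a processed pseudogene, a neutrophil surface marker and interferon-induced genes. The pseudogene Gm10288 rose by 3.55 (SE 1.22; limma adjusted p = 0.0379), from 578 ± 487 in controls to 2892 ± 1527 in the labelled Sirt1-deleted samples (SD, n = 5 each, exact permutation p = 0.00794). Its reads can be shared with near-identical copies, and its adjusted p was above 0.05 in 7 of the 10 fits that each left out 1 sample, so it is reported as uncertain. Without control replicate 2 its log2 difference was 2.09 (limma adjusted p = 0.00612), below that of Oas2 in the same fit (2.94). The size of its rise and its place as the largest therefore rest on that sample. Ly6g rose from 20.9 ± 8.81 to 223 ± 79.5 normalized counts (log2 difference 3.42, SE 0.35, limma adjusted p = 1.15e-04). Ifit1 rose from 85.3 ± 19.5 to 863 ± 282 (log2 difference 3.26, SE 0.26, limma adjusted p = 3.52e-05). Ifit3 rose from 29.9 ± 10.5 to 294 ± 92.7 (log2 difference 3.24, SE 0.27, limma adjusted p = 3.52e-05). Oas2 rose from 349 ± 119 to 3011 ± 1001 (log2 difference 3.09, SE 0.30, limma adjusted p = 8.47e-05). All errors in this list are SD over 5 samples.

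The largest falls that met the naming rule were in Podxl, Gm28036, Gm49342, Erfe and Cpt1a. Podxl, which encodes podocalyxin, fell from 443 ± 47.8 to 111 ± 71.5 normalized counts (log2 difference -2.27, SE 0.41, limma adjusted p = 0.00188). Erfe, which encodes the erythroblast hormone erythroferrone, fell from 253 ± 55.3 to 92.8 ± 40.3 (log2 difference -1.52, SE 0.27, limma adjusted p = 0.00176). Cpt1a, which encodes the carnitine palmitoyltransferase of the outer mitochondrial membrane, fell from 8044 ± 683 to 2852 ± 538 (SD, n = 5 each; log2 difference -1.51, SE 0.11; limma adjusted p = 3.52e-05). Gm28036 and Gm49342 had log2 differences of -1.93 (limma adjusted p = 0.00552) and -1.58 (limma adjusted p = 0.00904). The annotation marks both of these and Podxl as loci that overlap another gene, and because the counting method is not stated their values are uncertain.

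Among the 19 genes listed in advance, 10 differed between the groups at an adjusted p under 0.05, both when adjusted over all tested genes and when adjusted over the list alone (limma). The number was 8 to 10 under the 7 alternatives run for the list that kept all samples. The exact rank-sum test and the stricter thresholds were not among these. Values of 6 listed genes did not overlap between the groups, and the rank-sum test passes only such genes. Cdkn1a, which encodes the cell cycle inhibitor p21, rose from 297 ± 38.3 to 1108 ± 256 normalized counts (SD, n = 5 each; log2 difference 1.88, SE 0.14; limma adjusted p = 3.52e-05). Trp53 was lower, at 7579 ± 1097 against 9296 ± 352 (log2 difference -0.31, SE 0.09, limma adjusted p = 0.0176). The acetyltransferase gene Kat7 fell from 3650 ± 198 to 2852 ± 279 (log2 difference -0.36, SE 0.07, limma adjusted p = 0.00239), and Brd1 fell from 4970 ± 153 to 4384 ± 113 (log2 difference -0.18, SE 0.04, limma adjusted p = 0.00552). Crebbp rose from 1592 ± 149 to 4136 ± 1890 (log2 difference 1.27, SE 0.23, limma adjusted p = 0.00188), with labelled Sirt1-deleted samples between 2480 and 7024; the annotation marks it as overlapping another locus. Dtx1 rose from 13900 ± 701 to 17139 ± 631 (log2 difference 0.30, limma adjusted p = 8.38e-04). Sirt7 was higher, with a log2 difference of 0.31, and its locus is also marked as overlapping another. Sirt6, Ep300 and Notch1 were lower, with log2 differences of -0.29, -0.20 and -0.35. The calls of all 3 were lost in some of the fits run for the list. Ep300 and Notch1 lost theirs under processing alternatives and without single samples, and Sirt6 only without single samples. Values of all 3 and of Sirt7 overlapped between the groups, so none of these genes would pass the exact rank-sum test. The other sirtuin genes (Sirt2, Sirt3, Sirt4 and Sirt5), Kat5, Kat8, Myc and Hes1 did not differ at this threshold. Myc measured 9523 ± 632 in the labelled Sirt1-deleted samples and 10181 ± 613 in controls (limma adjusted p = 0.204).

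Of the 7 pathway lists, 4 had scores that differed between the groups. Interferon response genes showed the largest difference, 1.72 on the log2 scale (10.03 ± 0.348 against 8.31 ± 0.211, SD, n = 5 each; exact permutation p = 0.00794, adjusted p = 0.0206). All 25 listed genes were higher and 24 passed the threshold singly in limma. Scores of p53 target genes were higher by 0.49 (10.01 ± 0.102 against 9.52 ± 0.0391; exact permutation p = 0.00794, adjusted p = 0.0206), with 21 of 24 genes higher. Bax rose by 0.62 and Mdm2 by 0.23. The 3 lower genes were Ddit4 (-0.60, limma adjusted p = 0.0154), Rrm2b (-0.27, limma adjusted p = 0.0251) and Trp53inp1 (-0.18, limma adjusted p = 0.103). Oxidative phosphorylation genes were higher by 0.18 (exact permutation p = 0.00794, adjusted p = 0.0206), with 58 of 72 genes higher. Cytosolic ribosomal protein genes were higher by 0.11 (exact permutation p = 0.0159, adjusted p = 0.0344). This last call did not hold under quantile normalization, where the difference was 0.053 (adjusted permutation p = 0.165). NOTCH1 target genes differed by -0.26, which did not pass (exact permutation p = 0.0635, adjusted p = 0.103), and 8 of 11 genes were lower. Cell cycle genes differed by -0.15 (adjusted permutation p = 0.160) and cholesterol synthesis genes by 0.09 (adjusted permutation p = 0.469), both within the spread between replicates. Of the 28 cell cycle genes, 23 were nevertheless lower, and singly in limma 12 passed the threshold as lower and 3 as higher. Of the 23 cholesterol synthesis genes, 13 were higher and 10 lower, and 4 passed singly, all as higher.

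The spleen contains cells other than leukemia cells, and 6 lists of lineage marker genes were compared in the same way. Neutrophil marker genes were higher by 2.11 in the labelled Sirt1-deleted samples (10.2 ± 0.755 against 8.10 ± 0.186, SD, n = 5 each; exact permutation p = 0.00794, adjusted p = 0.0206), and all 14 genes were higher. Taking the median of the listed genes in place of the mean gave 1.601 (adjusted permutation p = 0.0688). Macrophage and monocyte marker genes were higher by 0.78 (8.45 ± 0.232 against 7.67 ± 0.0919; exact permutation p = 0.00794, adjusted p = 0.0206), and all 16 genes were higher. T lineage marker genes differed by -0.10 (exact permutation p = 0.0476, adjusted p = 0.0884). Singly in limma, 7 of the 22 genes passed the threshold as lower and 3 as higher, so the mean score combines opposed changes. Differences in the scores of erythroid, B cell, and stromal and endothelial marker genes were within the spread between replicates, with adjusted permutation p of 0.542, 0.237 and 0.929.

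**Figure D4:**
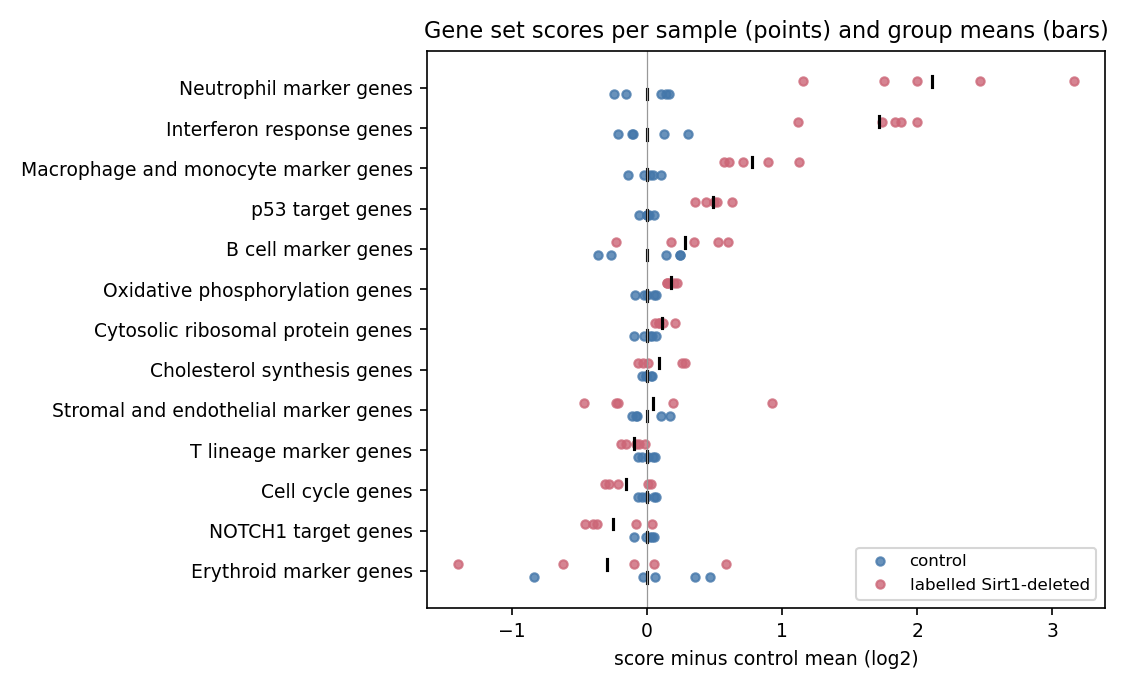
Scores of the 13 gene lists in each sample, as the log2 score minus the mean of the 5 controls (x axis), with points for samples and bars for group means. Neutrophil marker genes (2.11) and interferon response genes (1.72) show the widest separation, and the scores of erythroid marker genes overlap between the groups.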

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

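The tests of scaling, depth and shared reads in this part were decided after the deviating values were seen, and the criteria for scaling and depth were revised once after a first version had been run. For 86 sets of 5 samples (the 13 scores, the genes named and the approximate depth, in each group), the gap between the most extreme sample and its neighbour was divided by the range of the group. The ratio exceeded the critical value of 0.71 in 4 cases, where chance at 1 in 20 gives 4.3, so the pattern as a whole is no more frequent than chance. No biological explanation was tested for any of the 4, since the design holds no label that sets the deviating sample apart from its group.

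Labelled Sirt1-deleted replicate 10 was the lowest of its group for both Ifit1, at 378 normalized counts against 881 to 1074 in the others (ratio 0.810), and Oas2, at 1326 against 2888 to 3763 (ratio 0.746). Rescaling did not remove either: the lower ratio under upper-quartile rescaling and quantile normalization was 0.769 for Ifit1 and 0.717 for Oas2. The approximate depth of this sample was the lowest of its group, which under the first version of the depth criterion, by order, left depth open. It was still 95.6% of the group median, within the 10% of the revised criterion, and a difference of this size in depth is a poor account of values so far below those in the other samples. Both genes belong to the same interferon response and are not independent observations. The sample remained above every control in both genes.

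Control replicate 6 was the highest control for Kat5, at 1684 normalized counts against 1572 to 1588 in the others (ratio 0.856). After upper-quartile rescaling the ratio was 0.575, under the critical value, but after quantile normalization it was 0.746, still above it, so the scaling of the samples may account for it only under the former. Depth was 92.5% of the group median.

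Control replicate 2 was the lowest control for the processed pseudogene Gm10288, at 2.91 normalized counts, near the level of 3 reads, against 284 to 1157 in the others (ratio 0.754). The ratio was 0.75 at its lowest under rescaling, and depth was 100.2% of the group median. The SD of Gm10288 among controls was wider than that of 99.96% of tested genes, which includes the flagged value itself, and that among the other 4 controls was wider than that of 97.8%. Reads assigned unevenly among near-identical copies could produce such scatter, and without read-level data the value cannot be told apart from that explanation.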

How the results depend on the processing

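No paired analysis was possible because the groups share no replicate numbers. The edgeR and DESeq2 alternatives were not run, since whole reads could not be recovered. The length and GC correction and the rescaling to totals without the 10 highest genes were chosen after seeing the data.

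The difference in Sirt1 stayed positive and short of the threshold, and the separation of the groups kept its sign and passed, under every alternative run for them. The number of changed genes was 3659 (1691 higher, 1968 lower) with the exact rank-sum test, 684 (603 higher, 81 lower) when a log2 difference of at least 1 in size was also required, and 2850 (1328 higher, 1522 lower) at an adjusted p under 0.01. It was from 4207 to 6259 across the 10 fits that each left out 1 sample, with 1975 to 2920 higher and 2232 to 3339 lower. Upper-quartile rescaling gave 5417 changed genes, 4809 of them shared with the deposited scaling, but turned the majority from lower to higher (58.5% higher against 46.4%). The rescaling moved the log2 differences nearly alike (median shift 0.0601, 5th to 95th percentile 0.0552 to 0.0602). Quantile normalization kept the lower majority (2470 higher, 2743 lower), as did rescaling to totals without the 10 highest genes (2656 higher, 2877 lower). Which scaling is closer to the RNA content of the samples cannot be told from these values.

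Scores of interferon response, p53 target, oxidative phosphorylation, and macrophage and monocyte marker genes kept their direction and passed the threshold under each of the 9 alternatives that kept all samples and in the 10 fits that left out 1 sample. Neutrophil marker genes did so except when the median of the genes was taken (1.601, adjusted permutation p = 0.0688). Cytosolic ribosomal protein genes lost their call under quantile normalization (0.0530), a minimum mean of 1 (0.1001), the median over genes (0.0932) and the length and GC correction (0.0929), and in 7 of the 10 fits without 1 sample, which ranged from 0.0855 to 0.133. Cholesterol synthesis genes passed after upper-quartile rescaling (0.151, adjusted permutation p = 0.0295) and changed sign with the median over genes (-0.0485). T lineage marker genes passed with the median over genes (-0.289, adjusted permutation p = 0.0206) and ranged from -0.122 to -0.0778 without 1 sample, passing in 1 of these fits. NOTCH1 target genes ranged from -0.330 to -0.205 without 1 sample and passed in 1 of these fits. Stromal and endothelial marker genes changed sign under quantile normalization (-0.139) and minimum means of 1 (-0.126) and 50 (-0.0482), and ranged from -0.248 to 0.167 without 1 sample. They passed, as lower, only without labelled Sirt1-deleted replicate 10 (-0.248, adjusted permutation p = 0.0172). The causes of these changes were not tested.

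None of the named genes changed direction under any alternative run for them. Among the alternatives run for them that kept all samples, calls of named genes were lost in 7 cases. These were Ep300 in 4, Gm10288 in 2 and Notch1 in 1. Across the fits without 1 sample, 17 calls were lost and 2 were gained, those of Sirt2 and Hes1. Gm10288 lost its call in 7 of these 10 fits, Ep300 in 5, Notch1 in 3 and Sirt6 in 2. The depth of single values is only approximate, and 5 samples per group limit the smallest exact p to 0.00794.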

Other observations

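In this part the tests by other splits, the highest genes and isoform length were decided before their results were seen, and the others, the correction for length and GC and the limit to protein-coding genes included, after. Of 100 splits of the 10 samples (drawn at random from all distinct ones, the real one included), 1 gave as many changed genes as the genotype labels, the real split itself. The same held for the genes higher, with 1 of 100 splits, for the genes lower, with 1 of 100, and for the 19 genes listed in advance, with 1 of 100. The other 99 splits gave at most 1 changed gene. Each of them mixed the groups, so differences between the groups widened the scatter against which limma tests. Their low counts therefore do not measure the rate of false calls, and the counts by direction and list add no separate support.

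Technical accounts of the 5518 changed genes were weighed. After the correction for transcript length and GC content, 91.1% of them were still changed. The correction was small (median absolute shift 0.0218, against a median absolute log2 difference of 0.366 in the changed genes), as were the correlations of the log2 difference with length (rho = -0.0862) and GC content (rho = -0.00654), so the retained calls show little trend to remove and do not test other forms of such bias. Approximate depth did not differ (exact permutation p = 0.643). Fewer genes were at 0 in the labelled Sirt1-deleted samples, 868 ± 89.5 against 1067 ± 145 in controls (SD, n = 5 each; exact permutation p = 0.0397). Their approximate depth was not higher, and the cause of this difference was not tested. After rescaling to totals without the 10 highest genes, 98.4% were still changed, but this rescaling only moved the median log2 difference from -0.00014 to 0.00996 and so could hardly have removed calls. With 5.67% and 5.09% of the totals in the 2 groups, these genes do not take most of the counts. Exposure to tamoxifen could not be told apart from loss of Sirt1: the treatment abbreviation in the titles and the genotype label part in 0 samples, and no sample labelled as control carries the tamoxifen abbreviation. Any of the differences reported may therefore come from either, or from anything else that went with the treatment.

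The normalized count of Sirt1 was not lower in the samples labelled Sirt1-deleted. Loss of the transcript from most of the RNA is not compatible with the lower 95% limit of the log2 difference, -0.081, which corresponds to 94.5% of the control level. A candidate explanation is that the conditional allele removes only part of the transcript and that a gene-level value does not resolve it. The 9-exon protein-coding transcript in the annotation has 3905 nt and 7 internal exons. By length alone, losing any of 5 of them, each at most 4.79%, would shift the value by less than the lower limit. This takes the shortened transcript to be as abundant as the intact one, which was not tested. A less stable transcript would lower the value further. The limit holds for the deposited scaling only. The Sirt1 difference was 0.107 after upper-quartile rescaling, 0.108 after quantile normalization and 0.088 after the length and GC correction. Limits were not computed for these, and fewer exon losses may stay within them. The table holds no exon-level values, so loss of part of the transcript could not be told apart from incomplete deletion. The lowest Sirt1 value of any sample was 94.7% of the median of all 10, so no exchange of samples between the groups would reveal a loss of most of the transcript. A loss as small as that of single exons is not detected by this test, so exchanged labels together with such a loss are not excluded. The labelled split also separated the samples better than any of the others (permutation p = 0.00794), which speaks against exchanged single samples in general but does not bear on Sirt1.

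Because neutrophil marker genes rose by 2.11, RNA from infiltrating myeloid cells was tested as a source of the interferon and p53 signals, using deviations from the group means in the 10 samples (5 score pairs tested). The interferon score and the neutrophil score had r = 0.465 (exact within-group permutation p = 0.356, adjusted p = 0.594) and rho = 0.115 (exact permutation p = 0.789, adjusted p = 0.789). The p53 score had r = 0.350 (exact permutation p = 0.541, adjusted p = 0.677) and rho = 0.139 (exact permutation p = 0.738, adjusted p = 0.789). Without the 2 samples farthest from the median the values of r were -0.319 and -0.419. No association was shown, but with 5 samples per group a contribution of myeloid cells cannot be told apart from a change in the leukemia cells.

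In all 10 samples, 1 of the 12 T cell receptor beta variable genes in the table, Trbv12-2, held 98.4% to 99.6% of their summed values, consistent with a leukemia derived from the same clone in every mouse. Trbv12-2 was chosen after its values were seen. It was lower in the labelled Sirt1-deleted samples, at 12334 ± 1990 against 17774 ± 309 normalized counts (SD, n = 5 each; log2 difference -0.54, SE 0.10, limma adjusted p = 0.00185), without overlap. A smaller leukemic share of the RNA would lower the constant region gene alike, but Trbc1 had a log2 difference of 0.137 (limma adjusted p = 0.142), 0.20 after upper-quartile rescaling and 0.01 after quantile normalization. Trbc2 was higher (0.39, limma adjusted p = 0.00199). The alpha variable gene Trav7-5 was also lower (-0.77, limma adjusted p = 0.00284), while the alpha constant gene Trac had a smaller difference in the same direction that did not pass (-0.09, limma adjusted p = 0.356). How reads were divided between the joined receptor segments is not stated, so a hypothesis of lower receptor variable-segment signal without loss of leukemic content remains open, and a small loss of leukemic content is not excluded.

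Scatter within groups was wider among the labelled Sirt1-deleted samples, with a median SD over genes of 0.185 against 0.134 on the log2 scale (log2 ratio 0.461). The ratio was 0.479 after quantile normalization and 0.437 after upper-quartile rescaling, so neither of these scalings removed it. It was 0.296 at its lowest when 1 of the 5 samples was left out, so a single sample may account for part of it but not all. The exact two-sided permutation p was 0.0635, so chance could not be set aside.

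The 81 genes lower by at least 1 on the log2 scale were compared with 10000 random lists matched on mean expression. Reads moving between isoforms of unequal length would favour genes with a wide spread of isoform lengths. The median ratio of longest to shortest isoform, 2.04, lay at percentile 2.67, and that of the genes higher by at least 1, 2.60, at percentile 3.43. Pseudogenes made up 23.5% of the lower list against 8.12% of tested genes and were not matched in the random lists, so this low percentile does not test isoform length by itself. When the list and the random lists were limited to protein-coding genes (60 of the 81), the ratio was 4.64 against a random median of 4.66, at percentile 49.25, so the list had no wider spread than chance gives. The 519 protein-coding genes of the higher list had a ratio of 3.29 against a random median of 4.37, at percentile 0, so their narrower spread is not due to pseudogenes, and its origin was not tested. Pseudogenes and overlapping loci made up 40 of the 81 (49.4%, against a median of 27.2% in random lists, percentile 100). Among the 603 genes higher by at least 1, they made up 20.9%, below the random median of 28.4%. Pseudogenes alone were also above the share in tested genes there, at 11.9% against 8.12%. Unlike the combined share, this comparison was not matched on mean expression, so it does not show an excess beyond that of genes with like expression. By the combined share, reads shared between such loci and their neighbours or copies may contribute to the large decreases in particular. A contribution of pseudogenes to the large increases is not excluded.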
